A study of Homo sapiens with 20 samples. Its data were reported in "A Conserved BDNF, Glutamate- and GABA-Enriched Gene Module Related to Human Depression Identified by Coexpression Meta-Analysis and DNA Variant Genome-Wide Association Studies" (2014).

How the data were processed

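Total RNA from postmortem anterior cingulate cortex was converted by the study to biotin-labelled cRNA and hybridised to single-colour Illumina HT-12 bead arrays, 1 per sample, in 10 control and 10 MDD samples. The deposited table of probe intensities is on a linear scale with no normalization between arrays; per the labels the authors made it in GenomeStudio, whose version and settings are not given in the sources used here. Its lowest intensity per array lies between 63 and 81, so no background had been subtracted, and the table used here holds neither detection p-values nor control probes. A deposited second table holds the authors' processed intensities of the same arrays. Each of its columns has a mean of 336.6 and a median between 109.31 and 109.37, and all 20 columns had their highest rank correlation with the raw column of the same sample (lowest 0.99935), which is how a quantile normalization on a linear scale was inferred; how it was run is not given in the sources used here. That table served as an alternative. The tissue is named as in the labels, although the landmark they give for the dissection, the temporal pole, is unusual for this area, and this was not resolved. Groups were taken from the disease state in the labels, which call the samples matched pairs and say no more of the donors; the study counts as many subjects as arrays in this data set, so each sample was taken as a separate donor.

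Raw intensities were background-corrected with limma's normexp method (offset 50), log2 transformed and quantile normalized between arrays. The filter planned on detection p-values was replaced by its stated substitute, a mean log2 value above the 30th percentile of the probe means (6.041). Probes were named through the platform's annotation table, in which 28098 of 48803 probes have 1 gene, 13 have several genes and were not used by name, and 20692 have no entry and are unnamed here. Symbols of 28059 probes were updated by gene number through the RefSeq table of assembly GRCh38.p14, used for names alone, and 39 were kept as listed. No positions are given, since no genome build is used for the probes here. XIST, TSIX and Y-linked genes (135 probes) were left out. The probe with the largest interquartile range over the 20 arrays stood for its gene, as in the study's methods, which left 15892 of 18768 genes. To gauge signal over background, levels were set against 431 probes of olfactory receptors, genes that brain cortex barely expresses, a comparison chosen after the data were seen. Of the tested genes, 11820 lay above the 95th percentile of these probes (log2 6.23) and 4072 at or under it, where differences are hard to detect. The median standard error of a log2 difference was 0.0835.

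Differences in level were tested with lmFit and eBayes of limma without covariates, MDD minus control, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The matched pairs entered only as an alternative, so these tests ignore the pairing. Gene lists were tested with camera (preset correlation 0.01), with camera using an estimated correlation, and with fry, which tests whether the genes of a list move on balance one way without comparing them with other genes. The 24 lists were module #35 of the study; GABA synthesis, transport and receptors; interneuron markers; glutamate receptors and transport; pyramidal neuron markers; neurotrophin signalling; immediate early genes; presynaptic vesicle genes; markers of oligodendrocytes and myelin, oligodendrocyte precursors, astrocytes, microglia and macrophages, endothelial and mural cells, and blood cells; inflammatory cytokines and acute phase; interferon response; glucocorticoid response; monoamine receptors, transport and turnover; heat shock and chaperones; metallothioneins and hypoxia response; nuclear genes of oxidative phosphorylation; ribosomal proteins; translation initiation and unfolded protein response; and circadian clock genes. A list score is the mean over genes of log2 values standardised per gene over the arrays, compared by a two-sided permutation test of group labels with 100000 resamples. Coexpression was the mean Pearson correlation over gene pairs after group means were removed, set against 10000 random lists matched on mean level in 20 bins (1000 for each of the other lists), and the difference between groups was tested by 100000 permutations of the labels. For other settings, the lists other than the module had 10000 permutations, and single arrays left out had 1000 random lists. Correlations across arrays have permutation p-values from 100000 resamples. The module score was set against 6 scores of non-neuronal cells, with module genes left out of these, a comparison chosen after the data were seen.

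Groups, tests, gene lists, candidate genes, most alternatives and the rule for named genes were fixed before the data were examined. The text names the 10 genes with the smallest unadjusted p in each direction, since fewer than 20 passed; 21 candidate genes; and in each list up to 4 members, in the module up to 10, with the smallest p under 0.05. One of the candidate genes is not reported here. Alternatives were the authors' normalized table, no background correction, median scaling, no filter, the probe with the highest mean, array weights, the shared sample number as a block, each array left out in turn, Spearman correlations, and settings added later, which the closing part names.

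The steps were tested on simulated data. Of 200 genes changed among 15892, limma recovered 22% of 50 at a log2 change of 0.25, 76% of 50 at 0.5 and 100% of 50 at 1 and at 2, with 5 false calls. Genes were simulated as independent, and the 200 planted changes made the adjusted threshold easier to pass. These shares therefore do not say which changes would be found where fewer genes differ or genes correlate. A list of genes simulated as uncorrelated was shifted by 0.25. It was called by camera with either correlation and by fry, with 0 other lists called. Members of the real lists correlate (0.6 on average in the oligodendrocyte list), so detection of such a shift here was not tested. In 20 simulations without any difference, with list members correlated as measured, camera with the preset correlation called 5.4 lists on average and at most 9 of 24, and with the estimated correlation 0.15 on average and at most 1. Correlation between lists was not simulated. A simulated mean correlation of 0.3 over 83 genes was recovered as 0.299. Analyses used R 4.3.3 with limma 3.58.1, and plots Python 3.11.15 with matplotlib 3.10.9.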

Results

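Gene expression was measured in postmortem tissue of the anterior cingulate cortex, a midline frontal area of the human brain, with 20 single-colour Illumina bead arrays. Of these, 10 arrays held RNA from control samples and 10 held RNA from samples of major depressive disorder (MDD), with 1 array per sample. The median intensity of an array lay between 86 and 111 in the control group (105.6 ± 7.09, SD, n = 10) and between 81 and 119 in the MDD group (106.3 ± 10.32, SD, n = 10), and the groups did not differ in it (permutation test, p = 0.867). The arrays numbered 1 were the dimmest of each group, at 86 and 81, and the next lowest stood at 102. No arrays held identical values, and the correlation between arrays after normalization ranged from 0.9591 to 0.9892. With group means removed, the first principal component held 27.3% of the remaining variance, with control 12 and MDD 5 at its far end. The number of arrays limits the precision of every value below.

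The first comparison asked which genes differ in level between MDD and control tissue. SPP1, a secreted phosphoprotein also called osteopontin, had the smallest p among the genes tested and stood 1.30 higher in MDD on the log2 scale (SE 0.25, 10 against 10 arrays). GLDN, NINJ2 and PLLP, a membrane protein of myelin, were 0.66 (SE 0.15), 0.67 (SE 0.15) and 0.60 (SE 0.16) higher. MEIS1, a homeobox transcription factor, was 0.36 higher (SE 0.074), and LAMP2, a lysosomal membrane protein, was 0.52 higher (SE 0.13). Among the lower genes with the smallest p were SSTR2, a somatostatin receptor, at −0.41 (SE 0.10), DUSP6, a phosphatase that acts on ERK, at −0.45 (SE 0.12), PDE2A, which degrades cyclic nucleotides, at −0.30 (SE 0.081), ETV5 at −0.36 (SE 0.086), SORCS1 at −0.37 (SE 0.087) and MORN4 at −0.31 (SE 0.066). By its other, brighter probe SORCS1 stood at −0.197. The rest of the 10 higher genes were PDCL, MAP6D1 and, at or under the level of olfactory receptor probes, THBD and NHLRC2. The rest of the 10 lower genes were PCBP3, ZNF831, ATP6AP1L and PYGB. None of these differences passed the test. With limma, 0 of 15892 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.415, that of SPP1. At an unadjusted p under 0.05 there were 1035 genes, 6.51% of those tested, 449 of them higher and 586 lower in MDD, where chance alone gives about 795. Tested probe by probe with limma, 0 of 48668 probes passed and 2830 had an unadjusted p under 0.05. Scaling the arrays by their medians in place of quantile normalization left 461 genes at an unadjusted p under 0.05.

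The second comparison asked whether genes of a pathway or cell type moved together. Of 24 gene lists, camera with a preset correlation of 0.01 between genes called 12, 8 higher and 4 lower in MDD. With a correlation estimated for each list it called 0, with 4 lists at an unadjusted p under 0.05 and a smallest adjusted p = 0.263 with an estimated correlation. The tool fry also called 0 lists (4 at an unadjusted p under 0.05, smallest adjusted p = 0.112), and so did a permutation test of the list scores (4 unadjusted, smallest adjusted p = 0.109). In 20 simulated data sets with no group difference and with list members correlated as measured, camera with the preset correlation called 5.4 lists on average and at most 9, while the estimated correlation called at most 1. Correlation between lists was not simulated, so these counts set no bound for the measured 12. Of 100 splits of the real samples, the real one included, 10 gave at least 12 lists, with 14 as the highest. Without MDD 5 the preset correlation called 7 lists.

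**Figure D1:**
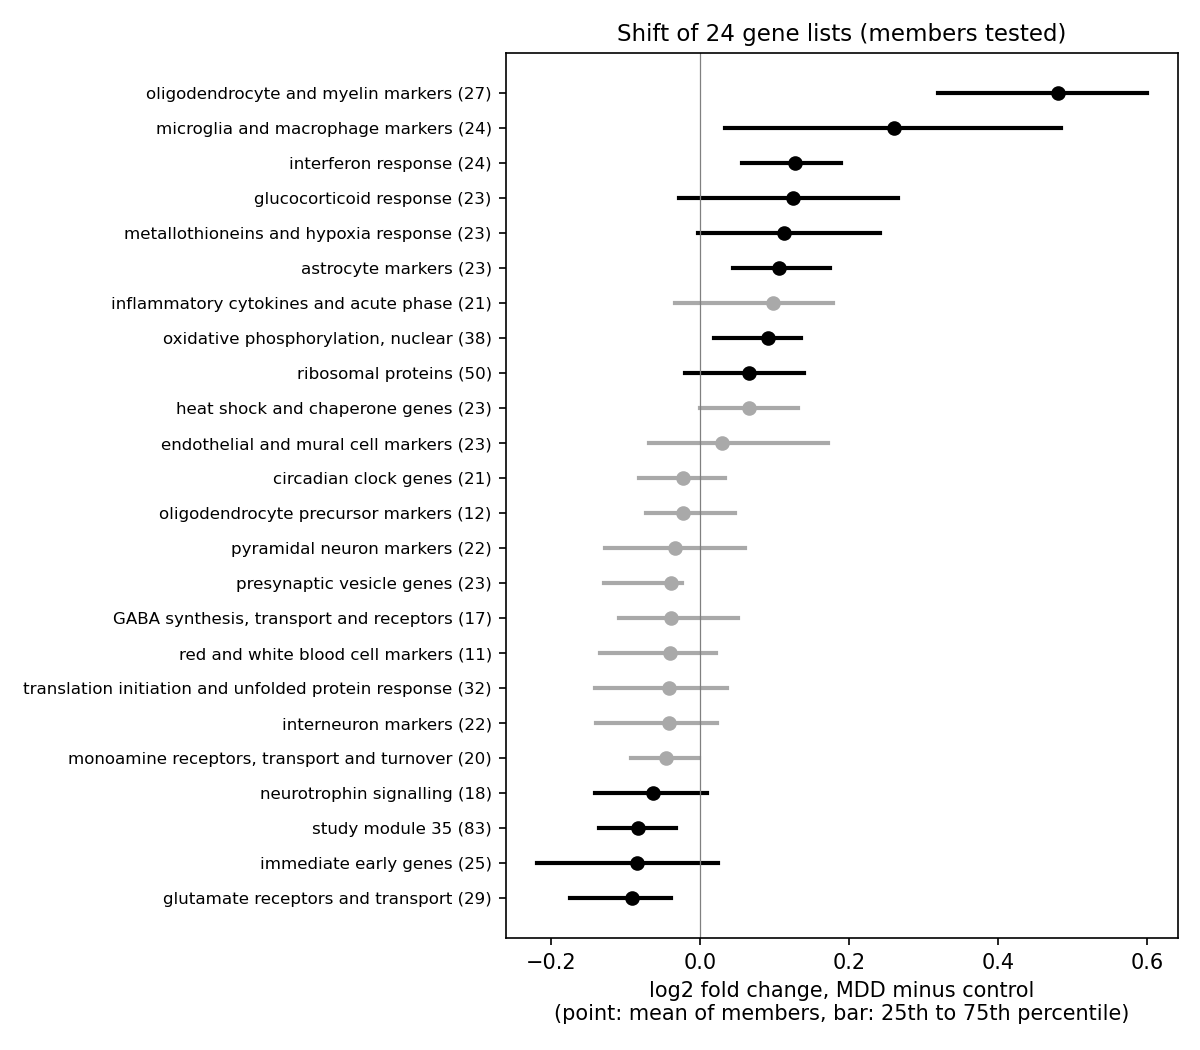
Shift of the 24 gene lists, given as the log2 fold change of MDD minus control on the x axis, with the number of members tested in parentheses. Points are the means over members, bars run from the 25th to the 75th percentile of members, and black marks the 12 lists called by camera with the preset correlation, of which 0 were called with an estimated correlation; the oligodendrocyte list lies farthest to the right at 0.48.

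Markers of oligodendrocytes, the cells that wrap axons in myelin, had the largest shift of the 24 lists. All 27 tested members were higher in MDD, by 0.48 on average on the log2 scale, a mean fold of 1.40, and 21 of them had an unadjusted p under 0.05. Of the 27, 19 passed when adjusted over the list alone and 0 when adjusted over all genes. Members of this list correlated at 0.6 on average across arrays with group means removed, so these counts are not 27 separate observations. In 21 of the 24 lists members correlated more than random lists at an unadjusted p under 0.05, so counts of members in other lists are to be read alike. CLDN11, a tight junction protein of myelin, was 0.80 higher (SE 0.23, 10 against 10 arrays), MOG, a myelin surface glycoprotein, 0.64 higher (SE 0.19), TMEM144 0.61 higher (SE 0.17) and ERMN, a cytoskeletal protein of oligodendrocytes, 0.50 higher (SE 0.14). The list was called by camera with the preset correlation (adjusted p = 6.39e-23) and not otherwise (adjusted p = 0.263 with an estimated correlation). Its score, the mean of the standardised log2 values of its genes, was −0.443 ± 0.292 (SD, n = 10) in control and 0.443 ± 0.952 (SD, n = 10) in MDD arrays, above the control median in 8 of 10 MDD arrays (permutation test, p = 0.00908, adjusted p = 0.109 over the 24 lists).

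Markers of other cells had smaller mean shifts. Of 24 microglia and macrophage markers, 20 were higher in MDD, with a mean shift of 0.26, and 0 passed adjusted over the list alone. AIF1, a calcium-binding protein of microglia, was 0.54 higher (SE 0.21), C1QC, a chain of complement component C1q, 0.47 higher (SE 0.20) and FCER1G 0.45 higher (SE 0.17), while PTPRC, at a level no higher than that of olfactory receptor probes, stood at −0.20 (SE 0.068) but at 0.020 by the probe taken without the filter on dim probes. The microglia list was called with the preset correlation (adjusted p = 2.26e-05) and not otherwise (adjusted p = 0.341 with an estimated correlation), and its score was above the control median in 7 of 10 MDD arrays. Of 23 astrocyte markers 20 were higher, with a mean shift of 0.11 and CLU at 0.33 (SE 0.12), and its score was above the control median in 6 of 10 MDD arrays (adjusted p = 0.0329, and adjusted p = 0.59 with an estimated correlation). That astrocyte call was lost without any 1 of 10 arrays (control 2, control 4, control 6, control 9, control 10, MDD 2, MDD 5, MDD 6, MDD 7 or MDD 10), and the adjusted p over all leave-outs ran from 6.92e-05 to 0.605, the highest without MDD 5. Its mean shift ran from 0.0101 without MDD 5 to 0.199 without control 12, and it also moved by over 1.5 times without control 2 (0.0528), control 9 (0.0579), control 10 (0.0606), MDD 4 (0.164), MDD 7 (0.0664) or MDD 12 (0.19); by the probe with the highest mean the adjusted p was 0.055. Oligodendrocyte precursor markers had a mean shift of −0.022 over 12 genes (adjusted p = 0.303), with PCDH15, a protocadherin, at −0.14 (SE 0.063), which became 0.053 without the filter on dim probes. Endothelial and mural cell markers had a mean shift of 0.029 over 23 genes (adjusted p = 0.235, and adjusted p = 0.59 with an estimated correlation), with SLCO1A2, a transporter, at 0.31 (SE 0.14). Of 4 SLCO1A2 probes 2 had the opposite sign. Without control 4 the endothelial and mural list was called with the preset correlation (adjusted p = 0.00678, over all leave-outs 0.00678 to 0.84). The mean shifts of these last lists changed sign with array weights, to 0.033 for precursors and −0.014 for endothelial and mural cells. They also changed sign for precursors without control 12 (0.028), MDD 4 (0.0055) or MDD 12 (0.0033), and for endothelial and mural cells without control 5 (−0.014), control 6 (−0.0032), MDD 1 (−0.0013) or MDD 5 (−0.022). Blood cell markers had a mean shift of −0.040 over 11 genes (adjusted p = 0.407), from −0.15 without MDD 1 to −0.00271 without MDD 10.

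**Figure D2:**
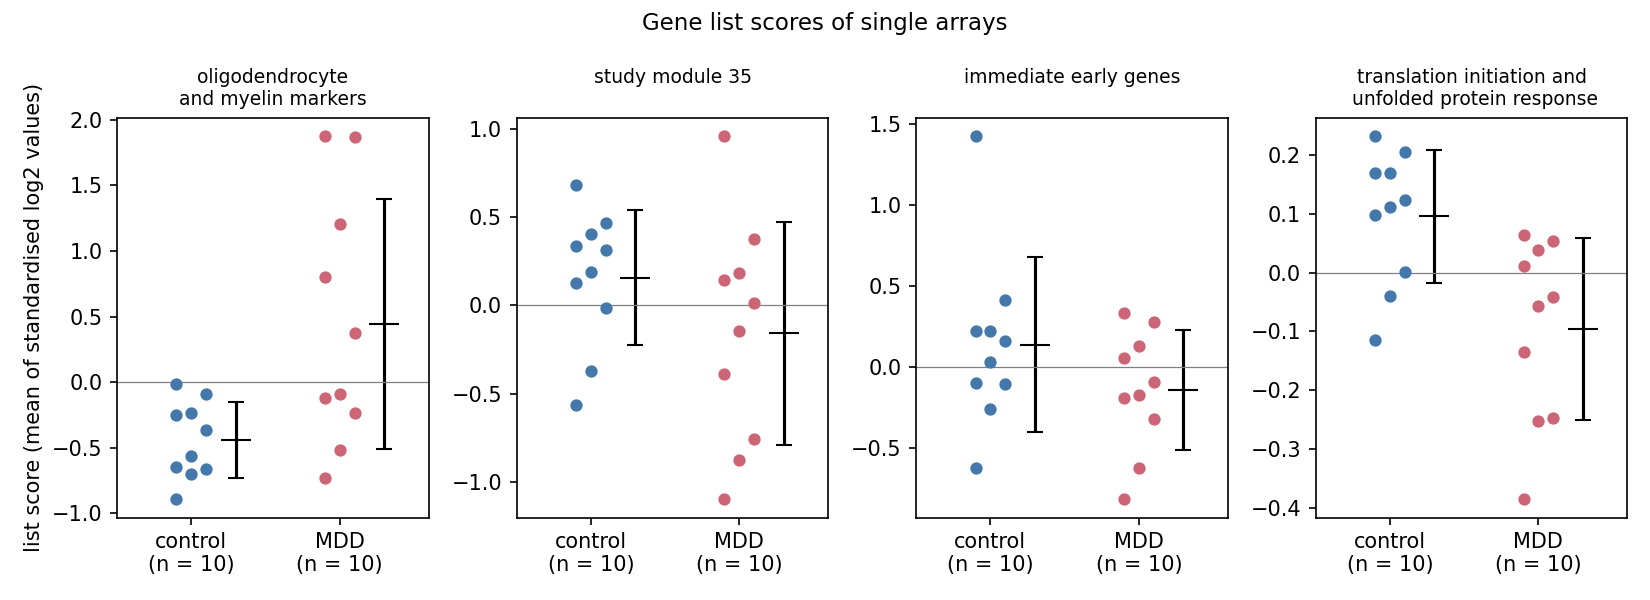
Scores of 4 gene lists on single arrays, in standardised log2 units, for control (n = 10) and MDD (n = 10) arrays, with the mean and SD of each group in black. In the oligodendrocyte list the MDD arrays spread over a wider range (SD 0.952) than the control arrays (SD 0.292), and in the translation initiation list 10 of 10 MDD arrays lie below the control median.

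Of 29 glutamate receptor and transport genes, 23 were lower in MDD, with a mean shift of −0.091. The examples with the smallest p were the metabotropic receptors GRM4 at −0.17 (SE 0.059) and GRM2 at −0.24 (SE 0.091), and the postsynaptic scaffold proteins SHANK2 at −0.37 (SE 0.13) and DLG4 at −0.24 (SE 0.11; −0.15 without control 12). Of 4 SHANK2 probes 3 had the opposite sign, at levels no higher than log2 6.22, against 8.41 for the probe used. The list was called with the preset correlation (adjusted p = 0.000735) and not otherwise (adjusted p = 0.263 with an estimated correlation). Its score was below the control median in 7 of 10 MDD arrays, and 0 genes passed adjusted over the list alone. In the same MDD arrays the oligodendrocyte list stood 0.48 higher. Of 18 neurotrophin signalling genes 12 were lower, with a mean shift of −0.063 (adjusted p = 0.0422, and adjusted p = 0.263 with an estimated correlation); NTRK3, a neurotrophin receptor, stood at −0.21 (SE 0.097). This neurotrophin call was lost without any 1 of 12 arrays (control 5, control 6, control 7, control 8, control 9, control 12, MDD 1, MDD 2, MDD 5, MDD 9, MDD 10 or MDD 12), with an adjusted p of 0.0181 to 0.102 over all leave-outs, and among other settings with median scaling (0.201) and without the filter on dim probes (0.064).

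Immediate early genes, which neurons switch on after activity, were lower in 17 of 25 cases, with a mean shift of −0.085. NPAS4, an activity-dependent transcription factor, stood at −0.42 (SE 0.12), EGR1 at −0.43 (SE 0.19), NR4A3 at −0.22 (SE 0.091) and DUSP6 at −0.45 (SE 0.12). NPAS4 and DUSP6, 2 genes, passed adjusted over the list alone, and 0 passed adjusted over all genes. The list was called with the preset correlation (adjusted p = 0.0181) and not otherwise (adjusted p = 0.433 with an estimated correlation), and its score was below the control median in 7 of 10 MDD arrays. The score of control 4 was 1.43, and the next highest control array stood at 0.416. The call was lost without control 4 (mean shift −0.0255, adjusted p = 0.322), without MDD 5 (adjusted p = 0.0663) and without MDD 7 (mean shift −0.0504, adjusted p = 0.111), and over all leave-outs its adjusted p ran from 0.00183 to 0.322.

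The lists of inhibitory neurons, pyramidal neurons and synaptic vesicles were not called. Among 22 interneuron markers (mean shift −0.041, adjusted p = 0.2) CALB2, a calcium-binding protein of one interneuron class, stood at −0.35 (SE 0.10) and ADARB2, an RNA editing enzyme family member, at 0.33 (SE 0.094); these 2 genes passed adjusted over the list alone and 0 passed adjusted over all genes. Without control 8 the interneuron list was called with the preset correlation (adjusted p = 0.0447, over all leave-outs 0.0447 to 0.423), and its mean shift ran from −0.0698 to −0.0214. With an estimated correlation over all arrays the adjusted p of this list was 0.562. Genes of GABA synthesis, transport and receptors had a mean shift of −0.039 over 17 genes (adjusted p = 0.324; −0.018 without MDD 1), and none of the 17 had an unadjusted p under 0.05 in limma, nor an adjusted one. Pyramidal neuron markers had a mean shift of −0.034 over 22 genes (adjusted p = 0.303), with the transcription factors NEUROD2 at −0.35 (SE 0.12) and BCL11B at −0.23 (SE 0.11). That mean shift ran from −0.0659 without MDD 12 to −0.00406 without MDD 5 over single arrays left out. Presynaptic vesicle genes had a mean shift of −0.039 over 23 genes (adjusted p = 0.109), with SYT4, a synaptotagmin, at −0.25 (SE 0.094). The presynaptic list was called without control 5 (adjusted p = 0.038), control 12 (0.0131), MDD 1 (0.0419) or MDD 12 (0.0122), and its adjusted p over all leave-outs ran from 0.0122 to 0.677. It was also called by the probe with the highest mean (0.0174) and with array weights (0.0241), while without MDD 5 its mean shift was 0.011. These calls used camera with the preset correlation, and with an estimated one over all arrays the adjusted p was 0.59.

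Of 24 interferon response genes 21 were higher, by a mean of 0.13, with IFIT3 at 0.28 (SE 0.10), IFIT2 at 0.20 (SE 0.094) and OAS2, whose chosen probe lay no higher than the level of olfactory receptor probes, at 0.15 (SE 0.066), which became −0.028 without the filter on dim probes. The interferon list was called with the preset correlation (adjusted p = 3.54e-05) and not otherwise (adjusted p = 0.263 with an estimated correlation), and its score was above the control median in 9 of 10 MDD arrays. Inflammatory cytokine and acute phase genes had a mean shift of 0.098 over 21 genes (adjusted p = 0.109, and adjusted p = 0.557 with an estimated correlation). With the preset correlation that list was called without control 4 (adjusted p = 0.00889) or MDD 4 (0.0473), with 0.00889 to 0.327 over all leave-outs. Its mean shift was 0.0434 without MDD 6. Glucocorticoid response genes were higher in 16 of 23 cases, by a mean of 0.13 (adjusted p = 0.0181, and adjusted p = 0.341 with an estimated correlation), with 0 genes at an unadjusted p under 0.05 in limma and 0 adjusted over the list alone. The glucocorticoid call was lost without control 6 (0.0541), control 9 (0.0526), MDD 1 (0.0507), MDD 2 (0.054) or MDD 5 (0.0663), in a range of 0.00174 to 0.0663, and without both arrays numbered 1 (0.107). Metallothionein and hypoxia response genes were higher in 17 of 23 cases, by a mean of 0.11, with VEGFA, an angiogenic growth factor, at 0.28 (SE 0.11) and SLC2A1, a glucose transporter, at 0.37 (SE 0.15). This list (adjusted p = 0.0154, and adjusted p = 0.433 with an estimated correlation) was not called without control 2 (0.0774) or MDD 6 (0.2), in a range of 0.000349 to 0.2, and its mean shift was 0.0497 without MDD 6.

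Genes of cellular energy and protein synthesis shifted by small amounts. Of 38 nuclear genes of oxidative phosphorylation, which make the respiratory chain and ATP synthase of mitochondria, 33 were higher in MDD, by a mean of 0.092. ATP5PB, a subunit of ATP synthase, stood at 0.28 (SE 0.12), the complex I subunits NDUFB3 and NDUFB5 at 0.18 (SE 0.075) and 0.16 (SE 0.065), and UQCRQ, of complex III, at 0.14 (SE 0.063). The list was called with the preset correlation (adjusted p = 1.16e-05) and not otherwise (adjusted p = 0.341 with an estimated correlation), its score was above the control median in 7 of 10 MDD arrays, and with median scaling its mean shift was 0.046 and it was not called (adjusted p = 0.0511, against 2.83e-07 to 0.00333 with quantile normalization over single arrays left out). Without control 12 its mean shift was 0.0548 with quantile normalization. Of 50 ribosomal protein genes 33 were higher, by a mean of 0.066, with RPS23 at 0.73 (SE 0.24), RPL31 at 0.29 (SE 0.11) and RPS3 at 0.21 (SE 0.094). The ribosomal score was above the control median in 8 of 10 MDD arrays (adjusted p = 0.000735, and adjusted p = 0.433 with an estimated correlation), and the call was lost without MDD 5 (mean shift 0.0258, adjusted p = 0.154), in a range of 5.65e-05 to 0.154 over all leave-outs. In both lists 0 genes passed adjusted over the list alone.

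Genes that the study names, and other candidates of the field, were mostly lower in MDD. Of 21 such genes 20 were tested, and 17 of these had a lower and 3 a higher mean in MDD. Among the lower genes, BDNF, GRM7, GABBR2, GABRA4, CALB1, RELN, GRP, EPHA3, EPHA5, NTNG1, SLITRK3 and SLITRK5 belong to the study's coexpression module. That module was formed on samples that include these, and its genes had a mean pairwise correlation of 0.265 here. The count of 17 is thus neither separate from the module result below nor one of 20 separate observations. NTNG1 and SST changed sign with median scaling and GABRA2 with array weights. Leaving out single arrays also turned the sign of GABRA2 (control 8 or MDD 1; −0.106 to 0.0133 over all leave-outs), NTNG1 (control 10, MDD 5 or MDD 7; −0.131 to 0.0316) and SST (control 4, control 7, control 8, MDD 2, MDD 9 or MDD 10; −0.05 to 0.12). VGF, a secreted neuropeptide precursor induced by neurotrophins, stood at −0.42 (SE 0.15, 10 against 10 arrays, unadjusted p = 0.00901 in limma). GRP, gastrin-releasing peptide, stood at −0.29 (SE 0.15), RELN, the extracellular protein reelin, at −0.24 (SE 0.12), EPHA3, an ephrin receptor, at −0.15 (SE 0.084) and CALB1, a calcium-binding protein whose probe lay no higher than the level of olfactory receptor probes, at −0.17 (SE 0.094). FKBP5, a chaperone of the glucocorticoid receptor, stood at 0.22 (SE 0.14), the neuropeptide NPY at 0.19 (SE 0.21) and the neuropeptide SST at 0.025 (SE 0.18). GAD1, which makes GABA, stood at −0.14 (SE 0.10), GABBR2, a GABA receptor subunit, at −0.19 (SE 0.15) and EPHA5, an ephrin receptor, at −0.11 (SE 0.11). SLITRK3 and SLITRK5, synaptic adhesion proteins, both stood at −0.14 (SE 0.086 and 0.17), GAD2, which also makes GABA, at −0.11 (SE 0.11), the neuropeptide CORT at −0.090 (SE 0.19), GRM7, a metabotropic glutamate receptor, at −0.073 (SE 0.094) and GABRA4, a GABA receptor subunit no higher than the level of olfactory receptor probes, at −0.044 (SE 0.057). GABRA2 and NTNG1 stood at −0.046 (SE 0.14) and −0.049 (SE 0.15). Several of these values moved toward 0 by over 1.5 times without 1 array. Without MDD 5, GABBR2 stood at −0.0677, SLITRK5 at −0.0444, SLITRK3 at −0.0818, EPHA5 at −0.0616, CORT at −0.00366 and FKBP5 at 0.133. NPY stood at 0.0755 without control 12, CALB1 at −0.0994 and GABRA4 at −0.0214 without control 8, GRM7 at −0.0332 without control 7 and GAD2 at −0.0686 without MDD 10. Moves away from 0 by over 1.5 times also occurred. SLITRK5 stood at −0.21 without MDD 4, EPHA5 at −0.183 without control 4 and GRM7 at −0.12 without control 12. Without control 8, CORT stood at −0.197 and GAD2 at −0.183, and without control 5 GABRA4 stood at −0.0743. Adjusted over the list alone, 0 of the 20 passed (smallest adjusted p = 0.18 in limma, that of VGF), and 0 passed adjusted over all genes.

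BDNF, brain-derived neurotrophic factor, stood at −0.24 (SE 0.12, 10 against 10 arrays, unadjusted p = 0.0553 in limma) by its brightest probe, and at −0.159 without MDD 5. It was measured by 6 probes, of which 2 had the opposite sign, and the probes ranged from −0.24 to 0.10. The probe with the largest interquartile range stood for each gene, and in 14 of the 20 sets made by leaving out 1 array that choice fell on another BDNF probe, by which BDNF was higher in MDD. The probe used here lay at log2 7.67 on average. All others lay at 6.38 or lower, near the olfactory receptor level of 6.23. Of 90 genes named in the text or chosen for it, 35 had several probes, and 12 of these, RELN, EPHA3, EPHA5, GAD1 and NTNG1 among them, had a probe of opposite sign.

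**Figure D3:**
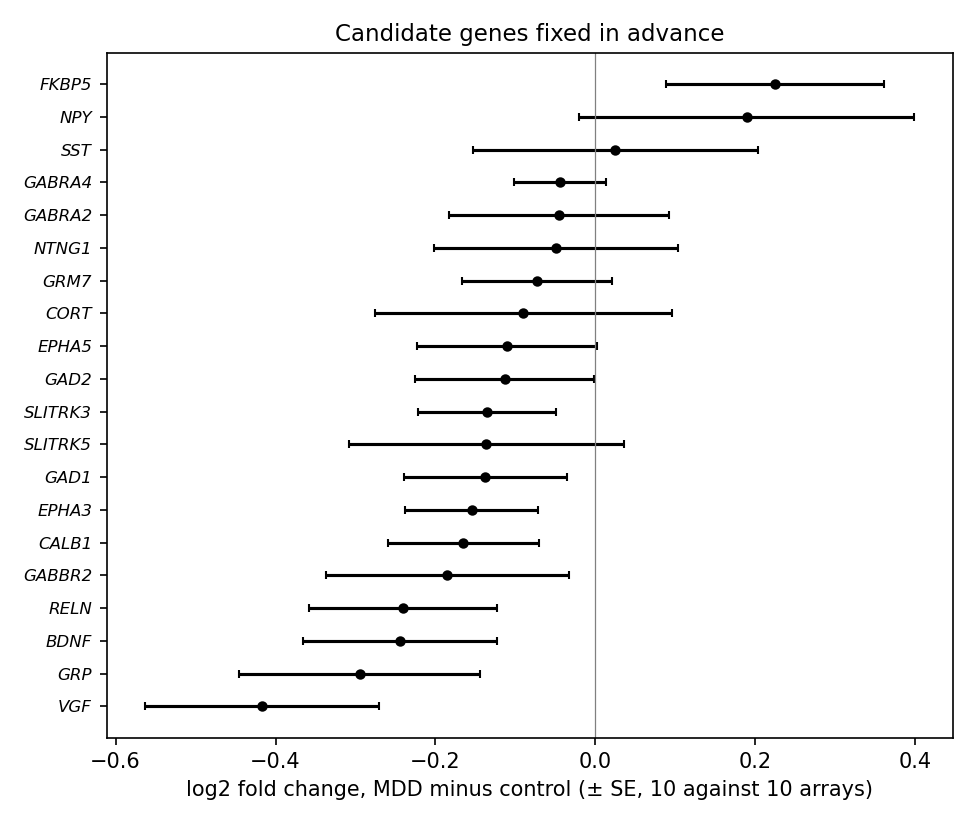
Log2 fold changes of the 20 candidate genes tested, MDD minus control, with bars of 1 SE (10 against 10 arrays). Of the 20 genes 17 lie below 0, and 0 passed when adjusted over the list alone. Many of these genes belong to the study's coexpression module, whose genes vary together, so the 20 are not separate observations.

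The genes of module #35, which the study formed by coexpression over 11 data sets with these samples among them, were mostly lower in MDD. Of 88 genes 83 were tested, 69 of them lower and 14 higher, with a mean shift of −0.083. The module was formed by coexpression, which groups genes that move together, on samples that include these. Its genes also had a mean pairwise correlation of 0.265 here. The count is thus neither independent evidence nor one of 83 separate observations. At an unadjusted p under 0.05 were 4 lower genes among the 83, SYT4 at −0.25 (SE 0.094), SPATS2 at −0.23 (SE 0.10), NECTIN3, a cell adhesion protein, at −0.27 (SE 0.12) and HDAC9, a histone deacetylase, at −0.17 (SE 0.077), and 1 higher gene, CD82, a tetraspanin, at 0.28 (SE 0.11). HDAC9, whose chosen probe lay no higher than the level of olfactory receptor probes, stood at 0.046 by its probe with the highest mean. SPATS2 stood at −0.0499 by its other probe, which was brighter (log2 7.49 against 6.94). Over all 15892 genes 6.51% had an unadjusted p under 0.05 in limma, so the module held no excess of such genes. Adjusted over the list alone 0 of the 83 passed, and 0 passed adjusted over all genes. Camera with the preset correlation called the module lower (adjusted p = 6.79e-05) but it was not called otherwise (adjusted p = 0.433 with an estimated correlation), and without MDD 5 its mean shift was −0.0542. The module score was 0.158 ± 0.384 (SD, n = 10) in control and −0.158 ± 0.632 (SD, n = 10) in MDD arrays, below the control median in 8 of 10 MDD arrays, and the difference of −0.316 was within the spread between arrays (permutation test, p = 0.191).

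Scores of non-neuronal cell lists were set against the module score across the 20 arrays, with group means removed. With the oligodendrocyte list, 0.48 higher in MDD, Pearson's r was −0.457 (permutation test, p = 0.0432, adjusted p = 0.0702 over 6 lists) and Spearman's rho −0.526 (p = 0.0178, adjusted p = 0.0356), and without MDD 10 and MDD 1, the arrays farthest from the median of the list, r was −0.351 (p = 0.152) and rho −0.449. Over single arrays left out this r ran from −0.62 to −0.354, with an unadjusted p from 0.00459 to 0.136 that was above 0.05 in 8 of 20 cases. With astrocyte markers r was −0.622 (p = 0.00339, adjusted p = 0.0102) and rho −0.558 (p = 0.0116, adjusted p = 0.0348), with r at −0.402 (p = 0.0996) and rho at −0.42 without MDD 5 and control 12, and over single arrays left out r ran from −0.752 to −0.525 with a highest p of 0.0205. With precursor markers r was −0.673 (p = 0.00126, adjusted p = 0.00756) and rho −0.641 (p = 0.00309, adjusted p = 0.0185), with r at −0.598 (p = 0.0085) without control 12 and control 10. Microglia markers had r = −0.451 (p = 0.0468, adjusted p = 0.0702; rho −0.453, p = 0.0477, adjusted p = 0.0716) and −0.17 (p = 0.497) without MDD 4 and MDD 5, on which it rests. Neither endothelial markers (r = −0.358, permutation p = 0.122; rho −0.198, p = 0.399; r −0.268 without control 4 and MDD 5) nor blood cell markers (r = 0.0473, permutation p = 0.841; rho 0.229, p = 0.329; r 0.296 without MDD 1 and MDD 6) passed. For endothelial markers r was −0.445 with the filter at the olfactory receptor level (permutation test, unadjusted p = 0.0495) and −0.209 without MDD 5 alone. With median scaling in place of quantile normalization the sign turned, to 0.313 for oligodendrocyte, 0.273 for precursor, 0.125 for astrocyte, 0.273 for microglia and 0.494 for endothelial markers.

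The study grouped these genes because they vary together, so their coexpression was measured in this data set on its own. Over the 3403 pairs of the 83 genes, the mean Pearson correlation across the 20 arrays, with group means removed, was 0.265. Among 10000 random lists of the same size and level the median was 0.000764, the upper limit of the central 95% was 0.0188 and the highest value was 0.0586, so that the p of 1e-04 is the smallest these lists can give. These samples took part in forming the module, and the value is not independent evidence of it. Within the MDD arrays the mean correlation was 0.338 and within the control arrays 0.178, and the difference of 0.159 did not pass a permutation test (p = 0.123). The difference was 0.0771 without MDD 4, and without MDD 8 it was 0.191 with p = 0.0456, over a range of p from 0.0456 to 0.232. Of the 24 lists, 21 had a mean correlation above that of random lists at an unadjusted p under 0.05, and the mean correlation was higher in MDD for 17. By permutation 0 of 24 lists differed between the groups after adjustment (smallest adjusted p = 0.259), and 2 had an unadjusted p under 0.05. These were the oligodendrocyte list, at 0.74 in MDD and 0.206 in control arrays (p = 0.0108), and oxidative phosphorylation, at 0.103 and 0.386 (p = 0.0414, adjusted p = 0.497).

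**Figure D4:**
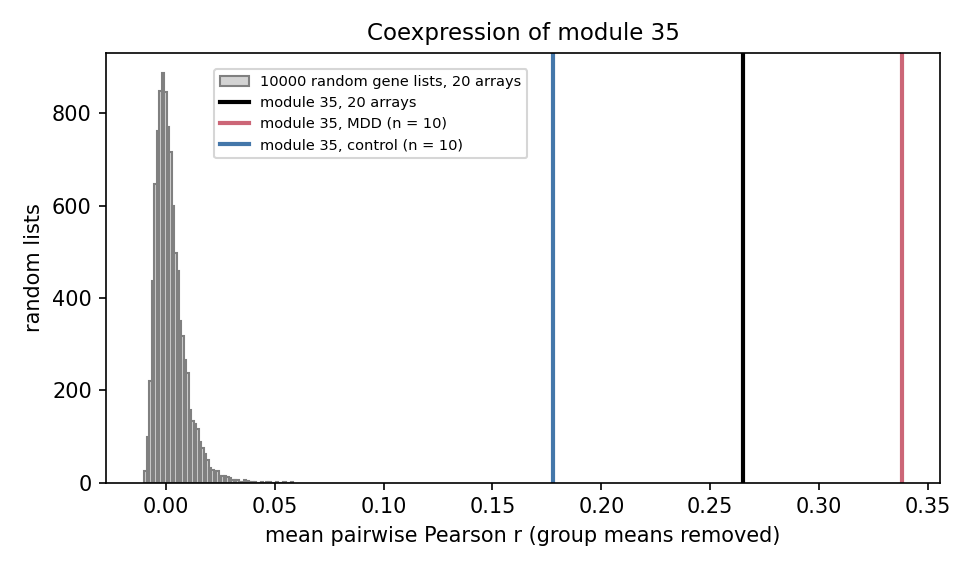
Mean pairwise Pearson correlation of the module #35 genes (lines) beside a histogram of 10000 random lists of matched size and level over the 20 arrays. The module lies at 0.265 over 20 arrays, 0.338 in MDD and 0.178 in control arrays, and the highest random list at 0.0586.

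BDNF, a member of the module, was set against the mean of the other module genes across the arrays, with group means removed. Pearson's r was 0.439 (permutation test, p = 0.0534, adjusted p = 0.16 over 3 relations) and Spearman's rho 0.447 (p = 0.049, adjusted p = 0.144). Without MDD 4 and MDD 5, the arrays farthest from the median of the module mean, r was 0.137 (p = 0.597) and rho 0.294, so the pooled Pearson relation rests on those arrays. Within the MDD arrays r was 0.416 (permutation test, p = 0.23, adjusted p = 0.23) and rho 0.491 (p = 0.152, adjusted p = 0.152), with r at −0.0848 and rho at 0.286 without MDD 4 and MDD 5. Within the control arrays r was 0.524 (permutation test, p = 0.117, adjusted p = 0.176) and rho 0.564 (p = 0.0958, adjusted p = 0.144), with r at 0.615 and rho at 0.619 without control 12 and control 1.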

Values the study reported

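The study combined 11 transcriptome data sets of MDD. It clustered 10,000 genes, placed 7,797 of them in 50 modules and left 2,203 as scattered genes. Module #35 held 88 genes, and its combined association with gene lists from psychiatric genome-wide association studies had p = 4e-05.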

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

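The tests of the oligodendrocyte list, those that leave out control 12 and MDD 5, and the counts over other splits were chosen after the result had been seen; the regression of cell scores and the lists matched on level were set down before their results were seen.

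Of 234 groups of 10 arrays examined, 13 had an array that stood apart from the rest, where chance gives about 1 in 20 groups, or 11.7 here. Each value below is the gap between that array and its nearest neighbour as a share of the range of its group. The raw median intensity set control 1 apart by 0.76 and MDD 1 by 0.553, which is 2 of 6 groups of this kind where chance gives 0.3, while list scores gave 3 of 48 groups where chance gives 2.4. The score of the immediate early genes was highest in control 4, by 0.494, and so was the score of the inflammatory genes, by 0.649. The ribosomal protein score was highest in MDD 5, by 0.552. Among single genes, PDE2A was highest in MDD 12 (0.535), ADARB2 in control 1 (0.498), IFIT3 in control 12 (0.533) and VEGFA in MDD 6 (0.621). CLDN11 was lowest in control 12 (0.684), NPAS4 in MDD 4 (0.479), SYT4 in control 1 (0.487) and GABBR2 in MDD 5 (0.477). The 8 single genes are close to the 9 that chance gives among 180 groups, and no explanation was tested for them.

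Other splits of the 20 samples into 10 and 10 were drawn to ask whether chance can be excluded. For genes past the adjusted threshold, the real split gave 0, a count that 100 of 100 splits reach by construction, so this comparison decides nothing. The highest of the other splits gave 652 genes where their median was 0, which points to some structure of the samples, and this was not traced. For genes at an unadjusted p under 0.05, 26 of 100 splits gave at least the real 1035, with 2985 as the highest. For gene lists called with the preset correlation, 10 of 100 splits gave at least the real 12, with 14 as the highest. Chance is not excluded for these last 2 counts.

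The oligodendrocyte list stood higher in MDD, and dim arrays, a lower share of neurons and more white matter in the tissue blocks were weighed as technical sources. Without the arrays numbered 1 its mean difference was 0.425 against 0.481 with them, which argues against the dim arrays as the source. A lower share of neurons alone would raise all other cell markers alike, but the list exceeded the mean of the astrocyte, precursor, endothelial and microglia lists by 0.388 (permutation test, p = 0.0429), a p near the threshold; taken singly the excess was 0.503 over precursors (p = 0.00702) and 0.452 over endothelial cells (p = 0.0445), but 0.375 over astrocytes (p = 0.164) and 0.221 over microglia (p = 0.227). White matter cannot be told apart from a change in oligodendrocytes themselves, since either would raise these markers in RNA of whole tissue. More white matter was taken to predict a negative relation of the list score to a neuron score. Across arrays with group means removed r was −0.0737 (permutation test, p = 0.76) and rho −0.0902 (p = 0.706), with r at −0.0349 without MDD 5 and MDD 12. This relation decides nothing between the 2 sources. All 27 tested genes lie above the olfactory receptor level in this tissue, 2 are on another list too, MBP and TF stood at log2 11.49 and 10.87 in control and 11.84 and 11.70 in MDD arrays, and a difference tied to MDD stays open as a hypothesis.

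The coexpression of module #35 was weighed against a shared balance of neurons and astrocytes and against the 2 arrays at the end of the first component. With pyramidal, presynaptic and astrocyte scores regressed from each gene, the mean correlation was 0.206 (0.265 before). The upper limit of the central 95% of random lists treated alike was 0.0149. Marker scores measure that balance with error, so regression can leave part of it behind. The test therefore cannot decide whether the balance is the whole source. Scores of precursors, oligodendrocytes and microglia were not regressed. Without control 12 and MDD 5, and with no score regressed, the mean correlation was 0.249, against 0.0181 for random lists. Other shared sources, such as RNA quality, and a biological one were not tested.

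The oxidative phosphorylation and ribosomal lists stood slightly higher in MDD. Among random lists matched on mean level they lay at percentiles 99.99 and 99.97, which argues against a shift of all bright probes as the whole source. With median scaling in place of quantile normalization the mean difference of the oxidative phosphorylation list was 0.0464 (adjusted p = 0.0511; with quantile normalization, over single arrays left out, 0.0548 to 0.108, adjusted p = 2.83e-07 to 0.00333), so a part tied to the normalization stays open. Without control 12 and MDD 5 the mean differences were 0.0519 (before 0.0915; adjusted p = 0.00706 with the preset correlation) and 0.0249 (before 0.0656; adjusted p = 0.127), so those arrays and diagnosis cannot be told apart as the source. A first form of this test also left out control 8, with the 3 arrays picked from the scores of these lists; it gave 0.0195 (adjusted p = 0.219) and 0.00381 (adjusted p = 0.628) and was replaced because that choice was circular.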

How the results depend on the processing

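Chosen after the data were seen were the olfactory receptor filter, the test of all probes, the permutation of list scores, both exchanges of labels within numbers, the relations of the module score to cell scores, the sets without the arrays numbered 1 or without control 12 and MDD 5, all alternatives of the BDNF relation and of the coexpression of the other lists, and the decision to hold each gene's probe fixed when arrays are left out. A filter of detection p under 0.01 and the slide as a block were not run, since the values used hold no detection p and name no slide. The coexpression values and the BDNF relation were not run with median scaling or array weights, so their dependence on these is not known. In all settings run 0 genes were called. The gene lists called fell from 12 to 0 with an estimated correlation, 0 with fry and 0 by permutation of list scores, and ranged from 7 to 14 over single arrays left out (8 to 12 with probes chosen again). Genes at an unadjusted p under 0.05 numbered 461 with median scaling, 2830 over all probes and 822 to 1204 over single arrays left out (840 to 1210 with probes chosen again). The module level kept its direction in all settings, from −0.448 to −0.227 over single arrays left out, and its mean correlation ran from 0.215 to 0.278. Its difference of correlations ran from 0.0771 to 0.192, with 0.191 without MDD 8 (p = 0.0456). The BDNF relation passed an unadjusted threshold with the authors' normalized table (0.449), without background correction (0.445), without the filter (0.446) and without the arrays numbered 1 (0.49), where p ranged from 0.0404 to 0.0493. Signs reversed for NTNG1 (0.00755) and SST (−0.0359) with median scaling; PTPRC (0.0197), OAS2 (−0.0275) and PCDH15 (0.0528) without the filter; HDAC9 (0.0463) with the probe of highest mean; GABRA2 with array weights (0.0326) and without control 12 and MDD 5 (0.0174); and BDNF (0.0949) without the arrays numbered 1 and with probes chosen again, as another probe then stood for it. Over single arrays left out with probes chosen again, BDNF ran from −0.268 to 0.141. Its positive values came from other, dimmer BDNF probes. Precursor markers reversed with array weights (0.0334) and without control 12 and MDD 5 (0.00208, also with probes chosen again); endothelial markers with array weights (−0.0144), without the arrays numbered 1 (−0.0143, also with probes chosen again) and without control 12 and MDD 5 (−0.00726, and −0.00119 with probes chosen again). Apart from the BDNF, HDAC9 and filter cases, where another probe stands for the gene, the cause was not tested. Apart from single arrays left out, 1065 of 1074 values of named genes kept their direction, with no calls to lose, and 286 of 336 list values kept direction and call. Over single arrays left out with probes held fixed, 1789 of 1800 gene values kept their direction, the exceptions being GABRA2 (−0.106 to 0.0133), NTNG1 (−0.131 to 0.0316) and SST (−0.05 to 0.12). Of 480 list values 430 kept direction and call there, 33 lost a call, 9 gained one and 8 reversed, for presynaptic genes (−0.0843 to 0.0114), precursors (−0.0624 to 0.0276) and endothelial markers (−0.022 to 0.108). The relations of the module score reversed with median scaling for oligodendrocyte (0.313), precursor (0.273), astrocyte (0.125), microglia (0.273) and endothelial markers (0.494). That of blood cell markers, 0.0473, reversed without the filter (−0.0245), with the probe of highest mean (−0.0121), with the olfactory receptor filter (−0.0616), without control 12 and MDD 5 (−0.0665, and −0.0694 with probes chosen again) and over single arrays left out (−0.0435 to 0.335); the cause was not tested. The control and MDD samples share numbers of matched pairs. The deviations of same-numbered samples correlated over 0.1 for 9 of 10 numbers (highest 0.267) but at −0.35 for number 12. Their median was 0.143, against −0.0146 for differently numbered samples, and 4 of 20 samples correlated best with their own number. The fit without the block had been fixed in advance as the main one and was kept, so the main p-values ignore the pairing. The block lowered the median standard error from 0.0835 to 0.0775. With the replicate block 0 genes were called, 1289 had an unadjusted p under 0.05, 12 lists were called with the preset and 0 with an estimated correlation, and the module level (−0.316) and mean correlation (0.284) kept their side of the threshold. With labels exchanged within numbers (1024 arrangements, exact permutation test), 1 list was called by its score, translation initiation and unfolded protein response, lower in MDD in 10 of 10 numbers (−0.191, p = 0.00195, the smallest these can give, adjusted p = 0.0469), and the difference of correlations (0.159) had p = 0.154. Removing the mean of each number cannot test that difference, since both groups then mirror each other. Genes near background (4072 of 15892) limit what these arrays detect.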

Other observations

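The permutation test of list scores and the test of the genes with the smallest p were chosen after the data had been seen, the latter with its bound set before its correlations were computed.

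Genes of translation initiation and the unfolded protein response, which adjust protein synthesis to stress, were lower in MDD in 21 of 32 cases, with a mean shift of −0.041. PDIA4, a chaperone of the endoplasmic reticulum, stood at −0.16 (SE 0.061, 10 against 10 arrays), EIF4EBP1, a repressor of cap-dependent translation at a level no higher than that of olfactory receptor probes, at −0.20 (SE 0.079), EIF4G1, an initiation scaffold, at −0.19 (SE 0.079) and HSPA5, an endoplasmic reticulum chaperone, at −0.20 (SE 0.091). The list score was below the control median in 10 of 10 MDD arrays (permutation test, p = 0.00484, adjusted p = 0.109 over 24 lists), but camera did not call the list (adjusted p = 0.109, and adjusted p = 0.263 with an estimated correlation). With labels exchanged within the numbers of the matched pairs, a test chosen after the data were seen, the list was called. Its score was lower in MDD in 10 of 10 numbers (exact permutation test, p = 0.00195, adjusted p = 0.0469 over 24 lists). The mean correlation of its genes across arrays was −0.0135, not above that of random lists (p = 0.861).

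Monoamine receptor, transport and turnover genes were lower in 15 of 20 cases, with a mean shift of −0.045 (adjusted p = 0.109). The serotonin receptors HTR1E and HTR2A stood at −0.21 (SE 0.082) and −0.17 (SE 0.071), and the dopamine receptor DRD5 at −0.15 (SE 0.063). That list was called without MDD 4 (adjusted p = 0.0378, over all leave-outs 0.0378 to 0.228), with array weights (0.0452) and with the filter at the olfactory receptor level (0.0296). These calls used camera with the preset correlation. With an estimated correlation over all arrays the adjusted p was 0.425. Among 23 heat shock and chaperone genes (mean shift 0.065, adjusted p = 0.235; 0.0304 without control 12) CRYAB, a small heat shock protein, stood at 0.49 (SE 0.17). Among 21 circadian clock genes (mean shift −0.022, adjusted p = 0.382; −0.00499 without MDD 1) PER2 stood at −0.29 (SE 0.090) and TEF at −0.20 (SE 0.092).

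The genes with the smallest p that were higher in MDD include known myelin genes, so a hypothesis was that these genes vary with oligodendrocyte content. Across arrays with group means removed, 5 of the 10 higher genes correlated with the oligodendrocyte score by Pearson's r after adjustment over 20 genes. That just meets the number set beforehand as the least that would speak for the hypothesis, and 5 did by Spearman's rho. The share of all genes that correlate in this way was not computed. The hypothesis also came from these same genes, PLLP of myelin among them, so the count is no independent evidence. PLLP had r = 0.914 (permutation test, p = 1e-05, the smallest the resamples can give, adjusted p = 6.67e-05; rho 0.883, p = 1e-05) and 0.842 without MDD 10 and MDD 1, the arrays farthest from the median. GLDN had r = 0.913 (p = 1e-05; rho 0.83, p = 4e-05) and 0.838 without them, and NINJ2 r = 0.86 (p = 1e-05; rho 0.836, p = 1e-05) and 0.815. MAP6D1 also passed by both measures (r = 0.69, and 0.525 without those arrays), LAMP2 by Pearson's r alone (0.632, and 0.391 without them) and THBD, no higher than the level of olfactory receptor probes, by Spearman's rho alone. SPP1, with the largest difference, had r = 0.414 (permutation test, p = 0.0698, adjusted p = 0.174; rho 0.395, p = 0.0854) and 0.153 without those arrays, which leaves open how far it varies with oligodendrocyte content. Among the 10 lower genes 1, MORN4, correlated negatively by Pearson's r after adjustment and 0 by Spearman's rho.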
